A study of Mus musculus with 16 samples. Its data were reported in "Dynamic regulation of chromatin accessibility by pluripotency transcription factors across the cell cycle" (2019).

How the data were processed

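ChIP-seq, which sequences the DNA fragments precipitated with an antibody against a protein, was performed on mouse embryonic stem (ES) cells for the transcription factor OCT4, the chromatin remodeler subunit BRG1 and the acetylated histone mark H3K27ac. In 2TS22C cells, doxycycline shuts off the only active source of SOX2, a transgene. In ZHBTc4 cells it does the same for OCT4. Cells were grown in serum with LIF and a pair of kinase inhibitors, and were collected with doxycycline (OFF) or without it (ON) at 26 h in 2TS22C and 24 h in ZHBTc4. According to the labels there were 16 libraries in 8 groups, with 2 replicates in each group.

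The values analysed here come from 1 merged list of OCT4 peaks in 2TS22C cells. The authors aligned the reads to the mouse genome build mm10 with STAR, removed duplicate reads with Picard, kept chromosomes 1 to 19, X and Y, called peaks with MACS2 in paired-end mode, and merged peak files with BEDTools. The deposited values are the chromosome, start and end coordinate of each merged peak, in base pairs. No peak height, fold enrichment, p-value, read count or library name was used here, because the list gives coordinates alone. Which of the 4 OCT4 libraries (2 SOX2 ON and 2 SOX2 OFF) contributed to the merge, and whether replicates were pooled before peak calling, is not stated. The depth of the libraries is therefore unknown from the list, and a peak missing from it cannot be told from a peak below the calling threshold. Merging also joins overlapping peaks, so a width describes the union of the peaks behind it and not the extent of binding in 1 library. The authors discarded peaks over 5 kb, peaks overlapping input peaks and blacklisted regions from the sets they counted reads in. The list used here still holds 1 peak over 5 kb, so that filter had not been applied to it.

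Coordinates were used on build GRCm38 (mm10), whose chromosome names and lengths match the list, with GENCODE M21 gene annotation, and are given 1-based. A peak was promoter-proximal if its midpoint lay within 1 kb of an annotated transcription start site (TSS) of a protein-coding gene, and distal otherwise. Midpoints were assigned to 5′ UTR, coding exon, 3′ UTR, other exon or intron of protein-coding genes, or else to intergenic sequence, in that order of priority. Intergenic sequence in these shares therefore includes non-coding genes. Peaks described one by one were annotated with genes of all types. Positions were compared with 133520 shuffled regions, 5 per peak, of the same chromosome and width, free of unknown bases and of peaks. Sequence content was compared with 52500 flanking windows of the peak's width, centred 5 kb to each side of its midpoint and free of peaks and unknown bases. Of the windows so placed, 908 were left out because they met a peak or unknown bases. The composite OCT4::SOX2 motif was a match to ATTTGCATAACAATG on either strand with at most 3 mismatches, the OCT motif was the octamer ATTTGCAT, and the SOX motif was the core CCWTTGT, where W is A or T, both without mismatch. Shares were compared by two-sided Fisher's exact test. P-values under 1e-300 are given as 1e-300. Confidence intervals are 95% Wilson intervals and cover counting error only. These tests take peaks as units. Peaks are not biological replicates, so a small p-value says that the list differs from its control regions and not that other experiments would give the same list.

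The motif position and width comparisons used permutation tests with 100000 resamples. Clustering was compared with 100 shuffled lists. Gene lists fixed before the data were examined (12 pluripotency genes and 10 differentiation genes) were compared with 10000 random lists of protein-coding genes matched on the number of protein-coding TSSs within 50 kb, counted up to 5. All 8-mers, joined with their reverse complements, were tested in the central 200 bp of peaks against flanking windows by Fisher's exact test with Benjamini-Hochberg adjustment over 32896 8-mers. The 8-mer test was tested on simulated data: with 20 8-mers placed in 3% of 26704 shuffled regions, 20 were recovered, and 0 calls were made with none placed. Both sides of that simulation were shuffled regions drawn in the same way. It therefore does not measure calls caused by the difference in GC content between peaks and flanking windows. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.

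By rule, the text describes in full the 3 pluripotency genes with the most peaks within 50 kb, the 3 widest peaks, the 3 largest clusters of peaks and the 5 8-mers with the largest ratio among those with an adjusted p under 0.05 and present in at least 1% of peaks. Each result was recomputed under some alternatives to the motif definition, window, control regions, GC content, width, distance or annotation, and not under all of them. For tests of repeated sequence, a region was called multi-copy if more than 50% of its 31-mers occurred at more than 1 place in the genome, and bases in lower case in the reference sequence were taken as repeat-masked. The comparison of OCT4 binding between SOX2 OFF and SOX2 ON, the BRG1 libraries and the H3K27ac libraries were not analysed here, because the list carries no value per library.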

Results

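The series was designed to ask how the loss of SOX2 or OCT4 changes the chromatin of mouse ES cells. It comprises 16 ChIP-seq libraries. Of these, 4 profiled OCT4 and 4 profiled BRG1 in 2TS22C cells with SOX2 ON or OFF, and 8 profiled H3K27ac in 2TS22C and ZHBTc4 cells. Each of the 8 groups had 2 replicates. The values below describe the merged OCT4 peak list of 2TS22C cells, which holds coordinates only. There are no replicates and no read depth behind any of these values, and each peak is present or absent without a height.

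The list contained 26704 OCT4 peaks covering 10.6 Mb, or 0.390% of the genome. Peak width ranged from 203 bp to 38168 bp with a median of 352 bp, and the middle 50% of peaks spanned 267 to 471 bp. Only 246 peaks were wider than 1 kb and 15 were wider than 2 kb. Keeping peaks of at least 300 bp moved the number most, to 17389. The widest peak lay at the start of the assembled sequence of chromosome 9 (positions 3000032 to 3038199), in introns of Gm10719 and the non-coding Gm26870, and 96.3% of its bases were repeat-masked. The next widest were an intergenic peak of 4291 bp on chromosome 11 (3100427 to 3104717) and a peak of 3904 bp on chromosome 14 (19415740 to 19419643) in an intron of Gm21738. Of their bases, 58.2% and 84.0% were repeat-masked. These 3 peaks had no match to the composite motif.

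The density of peaks was compared between chromosomes. Autosomes had 10.7 ± 1.36 peaks per Mb (SD, n = 19 chromosomes), from 8.23 on chromosome 14 to 14.1 on chromosome 11. The X chromosome had 646 peaks, or 3.78 per Mb, which was 2.82-fold below the autosome mean and 5.04 SDs below it. The ratio was 2.63 with peaks of at least 300 bp, the alternative that moved it most. The Y chromosome had 14 peaks, all between positions 90718657 and 90814159. Across the 19 autosomes, peak density rose with the density of protein-coding genes (Pearson's r = 0.60, permutation p = 0.0064; Spearman's rho = 0.65, permutation p = 0.003). Without chromosomes 7 and 11, the 2 farthest from the median gene density, r was 0.69. This was the only correlation computed.

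**Figure D1:**
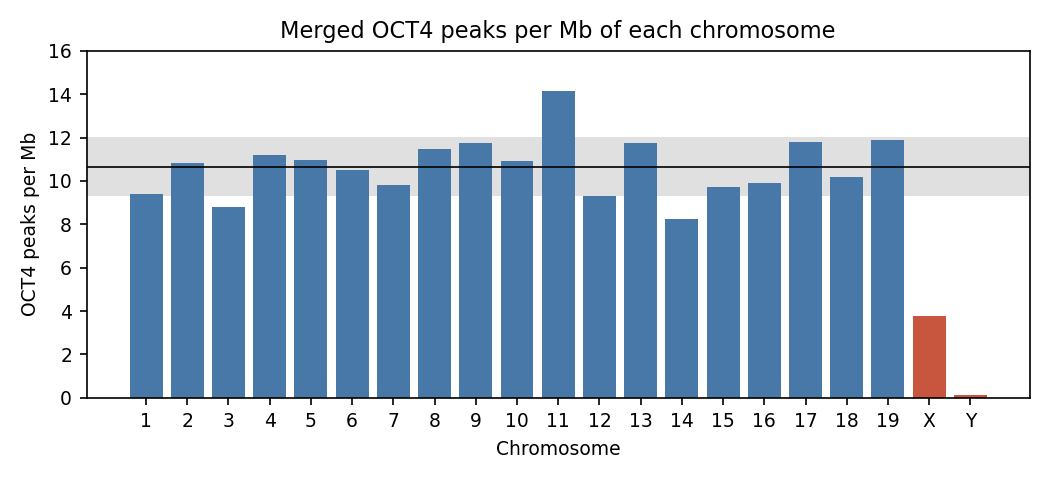
Merged OCT4 peaks per Mb (vertical axis) on each chromosome (horizontal axis). The line and grey band are the mean and SD of the 19 autosomes, 10.7 ± 1.36 peaks per Mb, and both X (3.78) and Y lie below the band.

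The position of peaks relative to genes was compared with shuffled regions. Of all peaks, 13.8% (95% confidence interval 13.4 to 14.2%) were promoter-proximal, against 3.93% of shuffled regions (odds ratio 3.90, Fisher's exact test, p = 1e-300). The odds ratio was lowest, 2.59, when the distance to the TSS was widened to 2.5 kb. By annotation with protein-coding genes alone, 53.8% of peak midpoints were intergenic against 58.9% of shuffled midpoints (odds ratio 0.814, adjusted exact p = 6.2e-52), and 39.8% were intronic against 37.3% (odds ratio 1.11, adjusted exact p = 9.2e-15). The 5′ UTR held 2.22% of midpoints against 0.282% (odds ratio 8.06, adjusted exact p = 4.9e-214), and other exons held 1.23% against 0.789% (odds ratio 1.57, adjusted exact p = 1.5e-11). Coding exons (1.52% against 1.42%, adjusted exact p = 0.285) and 3′ UTRs (1.39% against 1.37%, adjusted exact p = 0.751) did not differ from shuffled regions. Among peaks of at least the median width, coding exons were instead less frequent than in shuffled regions (1.17% against 1.43%, odds ratio 0.814, adjusted exact p = 0.0205). With all annotated genes, non-coding ones included, 46.1% of peak midpoints were intergenic against 51.9% of shuffled midpoints. Introns then held 45.5% against 43.1%, and other exons 3.28% against 1.96%.

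The study asked which motifs distinguish groups of bound sites. Motifs of the same kinds, written as consensus sequences and not as the matrices used in the study, were counted here over the whole peak list. The composite OCT4::SOX2 motif was present in 3083 peaks, or 11.5% (95% confidence interval 11.2 to 11.9%), against 1.86% of flanking windows (odds ratio 6.90, Fisher's exact test, p = 1e-300). This share depended on the number of mismatches allowed: it was 2.21% against 0.171% with at most 2, and 35.9% against 13.8% with at most 4. An exact match occurred in 6 peaks. The octamer was present in 11% of peaks (10.6 to 11.3%) against 2.44% of flanking windows (odds ratio 4.91, exact p = 1e-300). The SOX core was present in 30.3% of peaks (29.8 to 30.9%) against 13.2% (odds ratio 2.87, exact p = 1e-300). Peaks were richer in GC than flanking windows (47.4 ± 6.17% against 43.8 ± 6.84%, SD over regions). After matching on GC content the odds ratios were 9.40, 6.22 and 2.93 for the composite motif, the octamer and the SOX core.

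**Figure D2:**
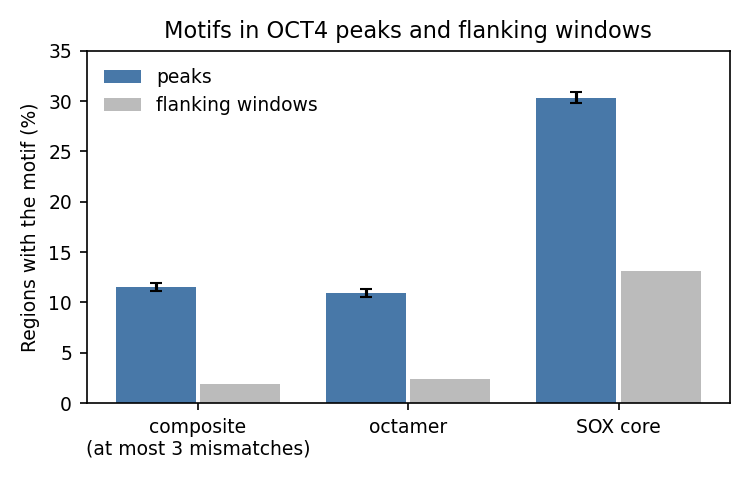
Percentage of OCT4 peaks and of flanking windows (vertical axis) with each motif (horizontal axis). Error bars are 95% Wilson intervals for peaks, and all motifs were more frequent in peaks, at 11.5%, 11% and 30.3%.

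Distal and promoter-proximal peaks were then compared in their central 200 bp. The composite motif was present in 9.28% of 23030 distal peaks and in 4.30% of 3674 promoter-proximal peaks (odds ratio 2.28, Fisher's exact test, p = 3.7e-27). Promoter-proximal peaks were richer in GC (53.9 ± 9.70% against 45.9 ± 5.60%, SD over peaks). Between 3021 peaks of each kind matched on GC content, the shares were 7.32% and 5.00% (odds ratio 1.5, exact p = 0.000214).

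Composite motifs lay near the peak midpoint. Their mean distance from it, as a fraction of the distance from midpoint to edge, was 0.313 ± 0.235 (SD, n = 3083 peaks) against 0.482 for uniform positions (permutation test, two-sided, p = 2e-05, the smallest value these resamples can give). The median distance was 51.5 bp. Width, the only quantity the list gives for a peak, differed little with the motif: the median was 362 bp in 2295 peaks with a composite motif in the central 200 bp and 351 bp in 24409 without (permutation test, two-sided, p = 0.011), while the interquartile range was 204 bp. The difference did not pass the threshold under the other settings. It was -3 bp with the central 100 bp (permutation p = 0.69), 6 bp among distal peaks (permutation p = 0.21) and 18 bp with at most 2 mismatches (449 peaks with the motif, permutation p = 0.061). By width, the share of peaks with the motif in the central 200 bp rose from 6.60% in peaks of 203 to 252 bp to 10.5% in peaks of 395 to 505 bp. It was 7.26% in peaks of 506 bp or more, most of whose sequence lies outside that window. Over whole peaks the share was 14.2% in peaks of at least the median width, against 11.5% of all peaks.

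**Figure D3:**
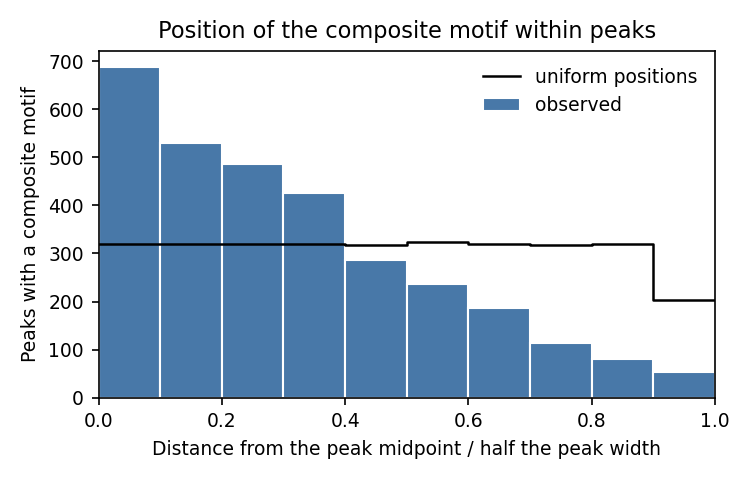
Number of peaks with a composite motif (vertical axis) by the distance of the motif from the peak midpoint, as a fraction of the distance to the peak edge (horizontal axis). Bars are observed numbers, falling from 687 in the innermost bin to 54 in the outermost, and the line is the mean for uniform positions, which falls in the last bin because a motif must fit inside the peak.

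Peaks were closer together than shuffled regions. Another peak midpoint lay within 10 kb of 34.0% of peaks, against 19.5 ± 0.322% in 100 shuffled lists (SD over lists). No shuffled list reached the observed share (permutation test, one-sided, p = 0.0099, the smallest value that many lists can give). The ratio of observed to shuffled share was 1.74, and ranged down to 1.18 with 50 kb. Joining peaks within 10 kb left 21371 units, of which 17352 were lone peaks and 910 held at least 3 peaks. The unit with the most peaks held 15 within 47.0 kb on chromosome 11 (3126935 to 3173938), and 14 of these had their midpoint inside the gene Sfi1 (3131850 to 3193463). A unit of 11 peaks on chromosome 4 (146446207 to 146498558) lay within the long non-coding gene Gm26573 and contained the TSS of Zfp992. In a unit of 8 peaks on the same chromosome (145431927 to 145463805), 6 midpoints lay in the non-coding gene Platr16, and the nearest protein-coding TSS was that of Zfp990. These 3 units together held 34 peaks, and 0 of them had a composite motif. Other units also held 8 peaks, and of the 85 peaks in the 10 largest units 7 had the motif (8.24%, against 11.5% of all peaks).

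A search without prior motifs compared all 8-mers. Of 32896 8-mers, 9283 were more frequent and 6803 less frequent in peaks than in flanking windows (Fisher's exact test, adjusted p under 0.05). Matching on GC content gave 5232 and 4801, of which 4735 and 4138 were also called without matching. The largest ratio belonged to ATGCTAAT, present in 5.30% of peaks and 0.710% of flanking windows (ratio 7.46, adjusted exact p = 1e-300). TATGCAAA (5.95% against 0.874%, ratio 6.80) and the octamer itself, read as ATGCAAAT (7.98% against 1.25%, ratio 6.40), came next, each with an adjusted exact p of 1e-300. GCATTACA was present in 2.6% of peaks against 0.410% (ratio 6.36, adjusted exact p = 4.5e-151), and ACAATAGC in 2.96% against 0.499% (ratio 5.93, adjusted exact p = 1.7e-164). In windows free of repeat-masked bases, these last ratios were 3.28 and 3.36, while that of ATGCAAAT was 8.82. There TATGCAAA had a ratio of 7.72 and ATGCTAAT of 6.65, so ATGCTAAT no longer came first. Among the 8-mers that were lower in peaks and present in at least 1% of flanking windows, the smallest ratio was that of ATATATAT (0.180% against 1.59%, adjusted exact p = 3.3e-90), named after its value was seen.

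The study also asked whether bound sites lie near genes of the pluripotency network. The 12 pluripotency genes had a mean of 4.25 peaks within 50 kb of the TSS, against 1.43 ± 0.471 in random lists (SD over 10000 lists, one-sided permutation p = 0.0001, the smallest value these lists can give; 0.0002 after adjustment over both gene lists). Of these genes, 11 had at least 1 peak. The 10 differentiation genes had a mean of 2 peaks, against 1.47 ± 0.502 (one-sided permutation p = 0.163, adjusted p = 0.163). Within 10 kb their mean was 0.9 against 0.406 (one-sided permutation p = 0.0313, not adjusted). The difference between the 2 lists was not tested.

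**Figure D4:**
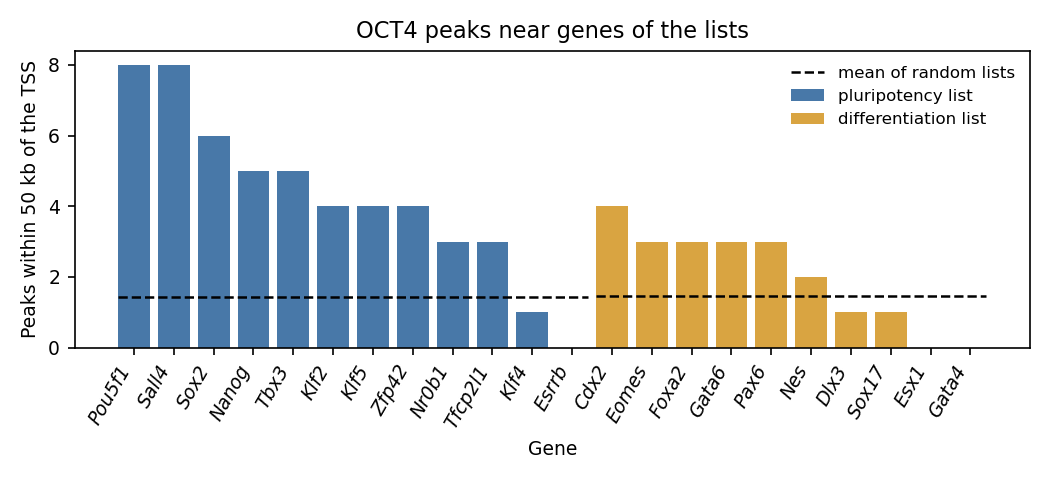
Number of OCT4 peaks within 50 kb of the most upstream TSS (vertical axis) of each gene (horizontal axis) of the pluripotency and differentiation lists. Dashed lines are the means of matched random lists, 1.43 and 1.47, and numbers run from 0 to 8 in the first list and from 0 to 4 in the second.

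Pou5f1, which encodes OCT4 (chromosome 17, TSS at 35506018, plus strand), had 8 peaks within 50 kb, more than 99.5% of protein-coding genes. Its nearest peak (35503832 to 35504295, 464 bp) was 1.95 kb upstream in intergenic sequence and held the composite match AGATGCATAACAAAG at 35504049 to 35504063 on the plus strand, with 3 mismatches. A peak 37.5 kb downstream (35543252 to 35543865) held ATTTACATAACAATA with 2 mismatches, and the other 6 had no match. Sall4 (chromosome 2, TSS at 168767943, minus strand) also had 8 peaks, of 225 to 1019 bp. Of these, 4 were in its introns, and none of the 8 had a composite motif. The nearest lay 1.64 kb upstream of the TSS, at 168769387 to 168769780. Sox2 (chromosome 3, TSS at 34650405, plus strand) had 6 peaks, all within introns or an exon of the overlapping non-coding gene Sox2ot. The nearest (34653622 to 34654323, 702 bp) was 3.57 kb downstream of the TSS and held ATATGCATCACAATG at 34654049 to 34654063 on the minus strand, with 2 mismatches. Esrrb was the pluripotency gene without a peak within 50 kb of its most upstream TSS. Its nearest peak (chromosome 12, 86454941 to 86455460) was 94.1 kb away in its own intron.

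Because the list does not separate libraries, OCT4 binding in SOX2 OFF and SOX2 ON cells was not compared, and no difference between replicates was computed.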

Values the study reported

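The study reported that OCT4 lost binding at 8’324 loci when SOX2 was depleted, of which 7’638 were called OCT4 peaks, or 31% of OCT4 sites. Gains of OCT4 binding were reported at 739 loci, 212 of them called OCT4 peaks. The study also reported that 89% of its SOX2-dependent sites overlapped an OCT4 peak. These sites lost accessibility upon depletion of SOX2 only, and were chosen among regions bound by OCT4, SOX2 or both. Loci that differed strongly between untreated cell lines or culture media had been discarded before. According to its methods, the study's OCT4 peaks also drew on published data from another cell line. Its peak set may therefore differ from the list analysed here, and these percentages do not describe that list.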

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

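The alternatives were listed before the data were examined, except those for multi-copy sequence, repeat-masked bases, any annotated TSS of a gene, the consensus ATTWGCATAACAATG, the learned weight matrix and the correlation with gene density, which were chosen after seeing the data. Most changed a choice while keeping the rest. The setting of distal peaks without multi-copy sequence left out promoter-proximal peaks as well as multi-copy ones, and the weight matrix changed the motif model, the peaks and the chromosomes tested. Of 84 values computed under alternatives for 22 results, 71 kept their direction and side of the threshold, or stayed within the range set for values without a test.

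The number of peaks was 17389 and the median width 429 bp when peaks under 300 bp were left out, by construction. Joining peaks within 1 kb raised the median to 362 bp. Among peaks of at least the median width, coding exons (1.17%) and 3′ UTRs (1.30%) changed from slightly above to below shuffled regions, and for coding exons the adjusted p became 0.0205. The cause was not tested. The difference in width between peaks with and without a composite motif was -3 bp in the central 100 bp (permutation p = 0.69), 18 bp with at most 2 mismatches (permutation p = 0.061) and 6 bp among distal peaks (permutation p = 0.21). The cause was not tested, and this result is the least stable of the report.

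The number of 8-mers higher in peaks fell from 9283 to 5232 with GC matching, to 6166 with distal peaks and to 3459 in windows free of repeat-masked bases, where 2546 were lower in place of 6803. With shuffled regions as controls it rose to 11752, with 7648 lower. The windows free of repeat-masked bases came from 8911 of 26704 peaks and the GC-matched setting had fewer windows, so fewer calls may follow in part from smaller numbers.

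Shares of the composite motif, octamer and SOX core stayed above their controls in each alternative run, with odds ratios from 3.49 to 13.9 for the composite motif. A weight matrix learned on odd-numbered chromosomes matched 13.2% of peaks and 1.08% of flanking windows on even-numbered ones. It was first learned from all peaks, and peaks with repeat-masked bases were left out after that outcome was seen. Promoter-proximal odds ratios ranged from 2.59 to 4.16, and the pluripotency list stayed above random lists, with permutation p from 0.0001 to 0.032. The differentiation list, not past the threshold within 50 kb, was past it within 10 kb, with a mean of 0.9 (permutation p = 0.0313), and not under the other settings. The correlation with gene density stayed between 0.587 and 0.692 (permutation p at most 0.0083).

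No paired analysis was possible because the list has no column per library or replicate. For the same reason the comparison of SOX2 OFF with SOX2 ON, with and without a replicate block and without each replicate in turn, was not run. The unknown depth limits what the absence of a peak can mean.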

Other observations

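The comparisons matched on GC content were among the alternatives listed before the data were examined. Each other test below was chosen after the pattern it addresses had been seen in the peak list. The GC-matched value for distal peaks was seen before its use as a test of GC content was written down. So were the sequence shared between Y peaks and X and the spread of multi-copy peaks over the largest clusters. The design offers no contrast within a merged list, so no biological explanation was tested against groups of samples.

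The X chromosome had 2.82-fold fewer peaks per Mb than the autosome mean. Multi-copy sequence gives a factor of about 1.23 (95% confidence interval 1.17 to 1.29), since 70.3% of shuffled regions on X and 86.4% on autosomes were not multi-copy. Counted over all 31-mers of these regions in place of a cut-off, the factor was 1.22. Without multi-copy peaks, which were 9.44% of peaks on X and 6.77% on autosomes, the ratio was 2.90. Chromosome lengths were not reduced to unique sequence, so this ratio does not test the explanation. Peaks per protein-coding gene were 1.93-fold lower on X, but this measure does not set X apart from every autosome (0.681 on X against 1.32 ± 0.274, SD, with 0.707 on chromosome 7). What argues against a lower density of genes as the whole cause is peak density itself. Chromosome 12, with 5.35 protein-coding genes per Mb against 5.54 on X, had 9.31 peaks per Mb, and at the gene density of X the line through the 19 autosomes gave 9.68 peaks per Mb (95% prediction interval 7.16 to 12.2) against 3.78 observed. The composite motif gave no sign of being rarer in the sequence of X. It was present in 2.32% of 646 shuffled regions on X and in 2.16% of those on autosomes, a ratio (autosomes over X) of 0.929. No interval was computed for this ratio and the regions on X are few, so a somewhat rarer motif on X is not excluded. Peaks on X held the composite motif more often, in 16.6% (13.9 to 19.6%) of 646 peaks against 11.4% of 26044 peaks on autosomes (Fisher's exact test, p = 0.00011). That would follow if 1 X chromosome per cell lowered the signal, so that weaker sites stayed below the peak caller's threshold. This may explain the pattern, but it cannot be told apart from weaker OCT4 binding on X, because neither the chromosome content of the cells nor the read depth is in the list. Several of these factors may also act together.

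The Y chromosome had 14 peaks within 95.5 kb near its end and none elsewhere. Reads shared with X were a candidate source. For 4 of the 14, at most 1.31% of their 31-mers also occurred on X as assembled, although 20.0 to 44.7% were multi-copy. For these 4 this argues against reads from the assembled sequence of X. X sequence that is missing from the assembly, or differs in it, would not be seen by this test, so reads from X are not excluded. In the other 10, from 15.6% to 96.6% of 31-mers occurred on X, so for these peaks reads from X cannot be told apart from binding on Y without the reads. Why the rest of Y held no peak was not tested.

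Multi-copy sequence may account for some of the widest peaks. Of the 15 widest, 8 were multi-copy (53.3%, 30.1 to 75.2%) against 6.86% of all peaks (Fisher's exact test, p = 2.0e-06). The widest peak was among them, but in the next 3 only 25.5%, 34.2% and 6.31% of 31-mers were at more than 1 place, so this does not cover all of them. Sequence that the reference holds in too few copies would not be seen by this test. Also, 7 of the 15 started within 500 kb of the first assembled base of their chromosome, against 0.569% of all peaks (exact p = 1.0e-12). The list as a whole held less multi-copy sequence than shuffled regions, of which 14% were multi-copy. Multi-copy peaks had the composite motif less often than the others (3.82% against 12.1%, odds ratio 0.288, exact p = 1.0e-33).

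The largest clusters were only partly of this kind. Of the 85 peaks in the 10 largest clusters, 22.4% were multi-copy, above the 6.86% of all peaks (Fisher's exact test, p = 3.8e-06) but short of most. These were unevenly spread. In 2 clusters 13 of 18 peaks were multi-copy (72.2%), and there an effect of multi-copy sequence cannot be told apart from binding, as these clusters were picked by that share. In the other 8 clusters 6 of 67 were (8.96%). These 8 were set apart by the same share, so a low value is no separate test of the explanation. It shows only that most of their peaks were not multi-copy. The composite motif was present in 7 of the 85 (8.24%), against 11.5% of all peaks. Whether these clusters would pass a blacklist was not tested. The closeness of peaks in general is another matter. Among 24871 peaks without multi-copy sequence, 32.3% had a neighbour within 10 kb, against 18.4 ± 0.312% in shuffled lists. Among the 21260 of these that were distal, 29.5% did, against 15.9 ± 0.311%. Neither multi-copy sequence nor promoters that lie near each other is therefore likely to account for the whole clustering.

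Repeats were weighed as a source of the enriched sequences. In regions free of repeat-masked bases, the odds ratio of the composite motif was 9.01, higher than in the whole list, which argues against interspersed repeats as its cause. The 5 leading 8-mers all kept a ratio of at least 3.28 in windows free of repeat-masked bases. Repeats may still contribute to GCATTACA and ACAATAGC, whose ratios fell the most there. Of the sites of ACAATAGC in peaks, 35.6% lay in 24-mers that occurred at least 5 times in the peak centres, against 0% in flanking windows, and for GCATTACA the shares were 28.1% and 2.54%. For the other 3 the share in peaks was at most 9.54%. The reference's masking does not capture all old repeats, so this limit holds for the masked track alone.

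ATGCTAAT, the most enriched 8-mer over all windows but not in those free of repeat-masked bases, differs from the octamer. It was examined as a variant of the octamer inside the composite site. In peaks, 1.64% of 2130 sites of ATTAGCAT, the reverse complement of ATGCTAAT, were followed by the SOX part of the composite (AACAATG with at most 1 mismatch), against 0.397% of 755 sites in flanking windows (Fisher's exact test, p = 0.0083). For the octamer the shares were 1.78% and 0.155% (exact p = 8.1e-07). This is consistent with ATTAGCAT standing in for the octamer, as a hypothesis, but it covers 35 sites and leaves most of its occurrences without that SOX part. A weight matrix learned from 319 sites had 67.3% T and 31.3% A at the fourth base of the composite, and allowing either base there raised the composite share to 16.3% of peaks against 2.81% of flanking windows. The odds ratio was then 6.73 against 6.90 before, so the rise in share does not by itself support A at that base.

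Octamers and SOX sites (CWTTGT or its reverse complement ACAAWG) were examined for a fixed spacing in 136 arrangements within 40 bp. Each was compared with the other offsets at octamers in peaks, and 3 passed an adjusted p of 0.05 (exact binomial test, one-sided, with Benjamini-Hochberg adjustment), where 1 fixed arrangement would leave only that of the composite site. The composite arrangement, a gap of 1 bp, was found at 22 of 3263 octamers in peaks (0.674%) against 0.111% at the other offsets. The most frequent, a gap of 22 bp before the octamer, was as frequent in flanking windows (0.898%) as in peaks (0.818%). Among octamers outside repeat-masked sequence it no longer passed and 2 arrangements were left. By this comparison with other offsets, interspersed repeats may explain the gap of 22 bp but not the composite arrangement. The remaining one, CWTTGT at a gap of 11 bp after the octamer, was found at 16 octamers in peaks (0.496%, against 0.127% at the other offsets, adjusted exact p = 0.00028), and at 11 outside repeat-masked sequence (adjusted exact p = 0.0227). Flanking windows had 0 such sites at 1262 octamers (Fisher's exact test, p = 0.0092, not adjusted). Outside repeat-masked sequence neither arrangement passed against flanking windows. The gap of 11 bp was found at 11 of 2429 octamers against 0 of 739 (Fisher's exact test, p = 0.078, not adjusted). The composite arrangement was found at 17 of 2456 against 1 of 759 (Fisher's exact test, p = 0.092, not adjusted). Of the 16 sites, 37.5% shared their spacer with another site with at most 2 differences. With 1 octamer kept per group of copies (octamers alike in the surrounding sequence or in this spacer), a test chosen after that share was seen, 11 sites were left and the adjusted exact p was 0.0764 (against flanking windows, exact p = 0.043, not adjusted), while the composite arrangement stayed past the threshold. With only the octamers that had no copy, 9 sites were left and the adjusted exact p was 0.621. The composite arrangement again stayed past the threshold. Copies of one sequence therefore cannot be told apart from a second arrangement, and 1 fixed arrangement stays open, because the sites are few.

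GC content was weighed as a source of the difference between distal and promoter-proximal peaks. With matched GC content the odds ratio fell from 2.28 to 1.5 and stayed past the threshold (exact p = 0.000214), so GC content may account for part of the difference but not for all of it.

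Base composition is a candidate source for many of the enriched 8-mers, as their number fell from 9283 to 5232 after GC matching, with fewer windows. Those that contained CG fell from 4675 to 1674. The share of CG among all 8-mers tested was not counted, so 4675 of 9283 is not by itself an excess. Which factors bind the enriched 8-mers was not tested.

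The absence of peaks within 50 kb of Esrrb likely reflects the choice of the transcription start site. Counted from any of its 5 annotated start sites, 7 peaks lay within 50 kb. On that count all 12 pluripotency genes had a peak, with a mean of 5.08 against 1.89 ± 0.599 in random lists (one-sided permutation p = 0.0002).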
